# Postnatal Gut Immunity and Microbiota Development Is Minimally Affected by Prenatal Inflammation in Preterm Pigs

**DOI:** 10.3389/fimmu.2020.00420

**Published:** 2020-03-19

**Authors:** Xiaoyu Pan, Du Zhang, Duc Ninh Nguyen, Wei Wei, Xinxin Yu, Fei Gao, Per T. Sangild

**Keywords:** chorioamnionitis, small intestine, gene expression, immunity, gut microbiota

## Abstract

Chorioamnionitis (CA), resulting from intra-amniotic inflammation, is a frequent cause of preterm birth and exposes the immature intestine to bacterial toxins and/or inflammatory mediators before birth via fetal swallowing. This may affect intestinal immune development, interacting with the effects of enteral feeding and gut microbiota colonization just after birth. Using preterm pigs as model for preterm infants, we hypothesized that prenatal exposure to gram-negative endotoxin influences postnatal bacterial colonization and gut immune development. Pig fetuses were given intra-amniotic lipopolysaccharide (LPS) 3 days before preterm delivery by cesarean section and were compared with littermate controls (CON) at birth and after 5 days of formula feeding and spontaneous bacterial colonization. Amniotic fluid was collected for analysis of leukocyte counts and cytokines, and the distal small intestine was analyzed for endotoxin level, morphology, and immune cell counts. Intestinal gene expression and microbiota were analyzed by transcriptomics and metagenomics, respectively. At birth, LPS-exposed pigs showed higher intestinal endotoxin, neutrophil/macrophage density, and shorter villi. About 1.0% of intestinal genes were affected at birth, and *DMBT1*, a regulator of mucosal immune defense, was identified as the hub gene in the co-expression network. Genes related to innate immune response (*TLR2, LBP, CD14, C3, SFTPD*), neutrophil chemotaxis (*C5AR1, CSF3R, CCL5*), and antigen processing (MHC II genes and *CD4*) were also affected, and expression levels correlated with intestinal neutrophil/macrophage density and amniotic fluid cytokine levels. On day 5, LPS and CON pigs showed similar sensitivity to necrotizing enterocolitis, endotoxin levels, morphology, immune cell counts, gene expressions, and microbiota composition (except for difference in some low-abundant species). Our results show that CA markedly affects intestinal genes at preterm birth, including genes related to immune cell infiltration. However, a few days later, following the physiological adaptations to preterm birth, CA had limited effects on intestinal structure, function, gene expression, bacterial colonization, and necrotizing enterocolitis sensitivity. We conclude that short-term, prenatal intra-amniotic inflammation is unlikely to exert marked effects on intestinal immune development in preterm neonates beyond the immediate neonatal period.

## Introduction

When the newborn intestine is exposed to milk and large amount of microbes just after birth, it must be able to mount an effective immune response and tolerance against pathogens and food antigens. In the adult intestine, this homeostasis is maintained by a structured and rapidly renewing epithelium that is reinforced by various aspects of the innate and adaptive immunity (1). For neonates, and especially preterm neonates, the situation is different. Before birth, the intestine is bathed in sterile amniotic fluid through fetal swallowing, contributing up to 20% of fetal energy and protein supply (2). Upon delivery, the neonatal intestine encounters a new microbe-rich environment with oral intake of milk. Meanwhile, both innate and adaptive immune systems still undergo differentiation and adaptation (3). Immaturity-related disruption of the equilibrium may lead to disease susceptibility. Thus, necrotizing enterocolitis (NEC) occurs in many preterm infants during the first weeks of life, and NEC is associated with microbiota dysbiosis and inappropriate immune response (4) with short- and long-term consequences (5, 6). It is important to better understand how the newborn preterm gut develops its immune competence, interacting with the gut microbiota and prenatal insults, to better prevent harmful inflammatory reactions in the postnatal period.

Chorioamnionitis (CA), caused by intra-amniotic inflammation, is a common cause of preterm birth (7). The CA-related inflammatory *in utero* environment may pose an additional challenge for the fetal immature intestine via swallowing of amniotic fluid (8). Using fetal lambs and sheep and rodents, it has been shown that intra-amniotic inflammation affects the neonatal intestine with regard to immune cell infiltration, tight junction proteins, and villus structure (9–13). These studies mainly investigated intestinal outcomes around birth, without demonstrating if such effects were persistent, or even worsened, when transitioning into postnatal life when the normal developmental changes occur associated with hemodynamic stability, enteral nutrition, and gut bacterial colonization within the first 1–2 weeks. It is unknown if these fundamental postnatal adaptations overshadow any effect of intestinal exposure to bacteria, bacterial toxins, and inflammation *in utero*. Prenatal gut inflammation may also influence the postnatal colonization with bacteria and thereby influence intestinal immune development.

Over the past decades, the preterm pig has been extensively used as a valuable biomedical model for preterm infants because of its similarity in size, anatomy, and birth-related clinical complications, such as impaired lung, immunity, gut, and brain functions (14). When kept in a neonatal intensive care unit under high-sanitary conditions, thermoregulation, and nutrition and oxygen support, preterm pigs develop to levels of the their term counterparts within 3–4 weeks, although some functions lack behind for much longer (15). The pig model is generally used to investigate preterm birth independent of the factors leading to preterm birth (e.g., maternal inflammation), but we have recently investigated the specific role of CA, induced by intra-amniotic lipopolysaccharide (LPS) exposure, on organ development in preterm neonates (16). Further building on this model, we hypothesized in this study that exposure of the fetus and the fetal gut (via swallowing of amniotic fluid) to some days of LPS before preterm delivery would influence intestinal gene expressions, not only at birth, but also beyond the neonatal period, after reaching physiological stability and adapting to gut bacterial colonization. By intestinal transcriptome and metagenome profiling, our data showed that CA-like symptoms induced by fetal LPS exposure increased the expression of a number of intestinal genes associated with immune cell infiltration at birth but that these fetal CA symptoms were marginal a few days later, following the start of enteral feeding and spontaneous gut bacterial colonization.

## Materials and Methods

### Animal Procedure and Tissue Analysis

All animal procedures were approved by the Danish National Committee on Animal Experimentation. Details of animal procedures were described previously (16). Briefly, fetuses from 3 sows were assigned to LPS treatment group (LPS, *n* = 37) or control group (CON, *n* = 32), respectively. In the LPS group, each fetus received 1 mg LPS (*Escherichia coli* 055:B5; Sigma-Aldrich, St. Louis, MO, USA) into the amniotic fluid, and fetuses in the CON group received saline or no injection. Preterm piglets were born at day 106 of gestation (3 days after injection) by cesarean section. During the cesarean section, amniotic fluid was collected for analysis of total leukocyte counts (by manual counting under a microscope) and cytokines (by enzyme-linked immunosorbent assay). For each group, piglets were randomly assigned to be euthanized within 1–3 h of birth or to receive parenteral nutrition plus supplemental enteral nutrition with infant formula for 5 days. The formula composition included 75 g/L Liquigen MCT (Nutricia, Allerød, Denmark), 80 g/L Pepdite (Nutricia), and 70 g Lacprodan DI-9224 (Arla Foods Ingredients, Viby, Denmark). The piglets received a gradually increasing amount of infant formula (3–15 mL/kg per 3 h) for 5 days, a feeding protocol leading to ~50% of pigs with macroscopically visible NEC lesions in the colon region (16).

From the above fetuses, animals that died *in utero* or within the first 48 h because of respiratory distress were excluded in the study. A subsample of 40 individuals were randomly chosen from the remaining animals for the phenotypic, transcriptomic, and metagenomic analyses in this study and balanced among litters and sexes. Four groups of pigs were sampled either within 1–3 h of delivery (day 1) or on postnatal day 5 and subjected to LPS or control treatment before birth (CON-D1, LPS-D1, CON-D5, LPS-D5, each *n* = 10). The distal small intestines were collected and analyzed for endotoxin levels, morphology (i.e., villus height and crypt depth), brush border enzyme activities, and goblet cell and immune cell counts (including CD3-, Foxp3-, and MPO-positive cells) by immunohistochemistry as previously described (16). Comparisons were made to examine the prenatal LPS effects on the distal intestine at birth (samples collected on day 1 within 1–3 h after delivery) and on day 5, respectively (i.e., LPS-D1 vs. CON-D1 and LPS-D5 vs. CON-D5). Because the phenotypic difference between D1 and D5 pigs involves many more factors than postnatal age alone (e.g., feeding responses, metabolic adaptation, bacterial colonization), no attempts were made to investigate specific age × treatment interactions.

### RNA-Seq Analysis

Total RNA from the distal small intestines was isolated with RNeasy Micro Kit (Qiagen), and 1.5 μg RNA per sample was used for RNA-seq library construction. Sequencing libraries were constructed using NEBNext Ultra RNA library Prep Kit for Illumina (NEB, Ipswich, MA, USA) following the manufacturer's recommendations. RNA libraries were sequenced on the Illumina HiSeq 4000 platform with paired-end 150-bp reads production. Quality and adapter trimming of raw reads was performed using TrimGalore (Babraham Bioinformatics, Cambridge, UK). The remaining clean reads were aligned to the porcine genome (Sscrofa11.1) using Tophat (17). The annotated gene information of porcine genome was downloaded from Ensembl. The script *htseq-count* (18) was used to generate gene count matrix, followed by gene-level differential expression analyses using *DESeq2* (19).

### Metagenome Analysis

Total genomic DNA from distal intestinal contents was extracted using CTAB/SDS method. Sequencing libraries were generated using TruSeq DNA PCR-Free Sample Preparation Kit (Illumina, USA) following manufacturer's recommendations. The library was sequenced on an Illumina HiSeq Xten platform, and 150-bp paired-end reads were generated. Clean reads after removing host sequence were employed to contigs assembly using MEGAHIT (v1.0.6) (20). Open Reading Frames (ORFs) were identified by MetaGeneMark (v3.38) (21), and the ORFs were clustered for removing redundancy by CD-HIT (v4.7) (22). Taxonomic information of ORFs was annotated by DIAMOND (23) based on pig microbial database (24). Functional information of ORFs was annotated by KAAS (KEGG Automatic Annotation Server) (25) against KEGG database and by DIAMOND against COG (Clusters of Orthologous Groups) and CAZy (carbohydrate-active enzymes) database.

### Immunohistochemistry Analysis

Paraformaldehyde- or acetone-fixed distal small intestine sections were examined by immunohistochemistry for DMBT1 (anti-DMBT1, HPA040778; Sigma), SFTPD [mouse anti–pig surfactant protein D (SP-D), MCA2725; Bio-Rad, Hercules, CA, USA] and MHCII (mouse anti–pig SLA CLASS II DQ, MCA1335GA; Bio-Rad). Staining was developed with UltraVision LP Detection System (ThermoFisher Scientific, Waltham, MA, USA). The sections were counterstained with Mayer hematoxylin. Images were acquired using the Leica LAS EZ software (version 3.4.0), Wetzlar, Germany, and the proportion of positive staining was analyzed by the IHC toolbox in ImageJ, National Institutes of Health, USA.

### Statistical Analysis

Using R software package (version 3.5.1), Vienna, Austria, amniotic fluid and tissue measures were analyzed by using linear model (lm function), adjusted for litter. The linearity of data, normality of residuals, and homoscedasticity were checked, and data were transformed using Box-Cox transformation when required. *P* < 0.05 was considered statistically significant; *P* < 0.10 was considered a tendency to an effect. For RNA-seq analysis, significant differentially expressed genes (DEGs) with fold change >2 and Benjamini-Hochberg (BH)–adjusted *P* < 0.05 were identified by DESeq2 and adjusted for litter. Correlation between gene expression was performed using Spearman rank correlation based on normalized counts produced from DESeq2, and the correlation with absolute Spearman ρ >0.6 as well as BH-adjusted *P* < 0.05 was considered statistically significant. Gene Ontology and KEGG pathway enrichment analysis were performed using DAVID (26), and BH-adjusted *P* < 0.05 was considered statistically significant. Validation of DEGs was performed by immunohistochemistry analysis, where Wilcoxon rank-sum test was used for the difference test, and *P* < 0.05 was considered statistically significant. For metagenome, diversity analysis was performed based on normalized taxonomy abundance. The difference test of alpha diversity was performed using Wilcoxon rank-sum test, and *P* < 0.05 was considered statistically significant. Analysis of similarities was used to check the difference in beta diversity (based on Bray–Curtis dissimilarity matrix), and *P* < 0.05 was considered statistically significant. Differentially abundant features at different levels were analyzed by Metastats (27), and *P* < 0.05 was considered statistically significant. Differential abundant genes, KEGG pathway, and COGs and CAZymes were identified by the Wilcoxon rank-sum test with BH-adjusted *P* < 0.05.

## Results

### Prenatal LPS Exposure Induces Intra-Amniotic Inflammation and Intestinal Immune Cell Infiltration at Birth

Intra-amniotic LPS injection induced extensive intra-amniotic inflammation, with increased leukocytes and cytokines [interleukin 1b (IL-1b), IL-6, IL-8, IL-10, and tumor necrosis factor α (TNF-α)] in the amniotic fluid (all *P* < 0.05, Table S1). Focusing on the distal small intestines of these neonates (Table S2), we found that shortly after birth (day 1) the LPS-exposed preterm pigs had elevated gut endotoxin level (*P* < 0.01) and tended to have reduced villus height (*P* < 0.1), whereas crypt depth was not affected. There were limited effects of LPS on digestive functions, as measured by lactase, maltase, and sucrase activities. To investigate immune cell infiltration in response to LPS exposure, the distal small intestines were stained for CD3, Foxp3, and myeloperoxidase (MPO, marker of neutrophil/macrophage infiltration). The results showed that the LPS-exposed preterm pigs had increased MPO-positive cell density in the distal small intestines on day 1 (*P* < 0.05). Goblet cells were quantified by Alcian blue and periodic acid–Schiff staining and showed no difference between the LPS and CON groups on day 1. After 5 days, pigs with and without prenatal LPS exposure had similar incidence of intestinal NEC lesions, and all the above measures in the distal small intestine were no longer different between the LPS and CON groups (Table S2).

### Prenatal LPS Exposure Up-Regulates Intestinal Gene Expression at Birth

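The 40 pigs formed 4 groups of 10, named LPS-D1, CON-D1, LPS-D5 and CON-D5 by treatment and day. Lipopolysaccharide (LPS), the endotoxin of Gram-negative bacteria, was injected into the amniotic fluid 3 days before preterm cesarean birth. CON pigs received saline or no injection, which the sample labels do not tell apart. Day 1 pigs were sampled within hours of birth, and day 5 pigs, which are other animals, after formula feeding. The labels give 3 males and 7 females in CON-D1, 6 and 4 in LPS-D1, 4 and 6 in CON-D5, and 6 and 4 in LPS-D5. Each of 3 litters gave 3 or 4 pigs to every group, and single pigs are named by their animal numbers. Pig 511 of LPS-D5 is labelled male but had 0 reads on the Y-linked gene KDM5D and 1 read on the Y-linked gene EIF1AY. Sex is in no fit unless it is named.

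To make the values in the table, the authors trimmed the paired-end reads with TrimGalore, aligned them to the pig genome (Sscrofa11.1) with TopHat, counted them per Ensembl gene with htseq-count and divided the counts by DESeq2 size factors. Each pig's values were whole multiples, within 0.01, of a single step, and dividing by that step gave back the reads counted on genes. These are fewer than the reads sequenced, which also include reads that fall on no gene. They ranged from 11323395 to 21833911 in CON-D1, 10380910 to 25442943 in LPS-D1, 9580184 to 21873220 in CON-D5 and 8905297 to 20126378 in LPS-D5, with a median of 14720826 over all pigs. On day 1, LPS pigs had 17934167 ± 4805421 reads (SD, n = 10) and CON pigs 16495425 ± 3568508 (two-sided permutation test with 100000 resamples, p = 0.454). On day 5 the means were 14134099 ± 2819760 and 13489097 ± 3807058 (same test, p = 0.675).

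Differences are LPS minus CON on the log2 scale of the normalized count plus 1, with their standard error (SE). They come from limma with a trend in the variance and litter as a covariate, over genes with a mean normalized count of at least 5 in the pigs compared. The p-values were adjusted over these genes by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 and a difference of more than 1 in size, the 2-fold limit of the paper, are called past both thresholds. Adding 1 makes the difference smaller in genes with few reads. The counting could have split reads between near-identical genes, so the values of the SLA genes, C4A, SLPI, SPAI-2, TLR1 and TLR6 are uncertain.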

The distal small intestinal tissues were used for RNA-seq, and approximately 48 M reads were sequenced for each pig. Of 25,880 pig genes annotated in the Ensembl database (Sscrofa11.1), 20,874 genes were detected in at least one pig and were used for further analysis. 

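The table lists 25880 genes, and 20874 of them (80.7%) had a value above 0 in at least 1 of the 40 pigs. Single pigs had a value above 0 in 15944 to 17681 genes. The number of genes detected did not differ between the groups on day 1 (17145 ± 253 in LPS-D1 and 17247 ± 270 in CON-D1, SD, n = 10, two-sided permutation test, p = 0.395) or on day 5 (16857 ± 401 in LPS-D5 and 16861 ± 449 in CON-D5, p = 0.985). Between pigs of the same group, Pearson's r across genes, which are not independent replicates, lay between 0.923 and 0.99. No pair of pigs had identical values. The gene with the most reads took between 1.79% and 6.22% of the reads of a pig. Of the Ensembl identifiers, 14857 were paired with a gene symbol in the NCBI RefSeq annotation of Sscrofa11.1, from which the coordinates given for single genes are taken.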

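Principal component analysis was run on the centred log2 normalized counts of the 20874 genes detected. The first component held 27.0% of the variance and the second 12.2%. The mean score on the first component was 33.7 ± 47.5 (SD, n = 20) in day 5 pigs and -33.7 ± 31.4 (SD, n = 20) in day 1 pigs. Day accounted for 42.4% of the variance of this score and for 46.0% of that of the second component, each with a p of 1e-05, the smallest that 100000 two-sided permutations can give. The scores overlapped: 33 of the 40 pigs lay on their own day's side of 0, and 14 day 5 pigs lay below the highest day 1 pig. The mean score was higher on day 5 in each litter, at 24.1 against -28.7 in litter 1, 18.0 against -37.7 in litter 2 and 64.1 against -33.8 in litter 3. The share depended on the genes and their scaling. With every gene scaled to unit variance, day accounted for 25.2% of the first component (p = 0.0005) and 63.5% of the second (p = 1e-05, the smallest possible), and with the 500 most variable genes alone for 64.0% of the first (p = 1e-05, the smallest possible) and 1.7% of the second (p = 0.417). In CON pigs alone, 15169 genes were tested between the days. Of these, 7437 had an unadjusted p under 0.05 and 6113 an adjusted p under 0.05 in limma, and 711 genes higher and 1038 genes lower on day 5 were past both thresholds.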

Based on the individual expression level of these genes, principal component analysis showed that intestinal gene expression shortly after birth (i.e., day 1) was distinct from that in the postnatal period (i.e., day 5). In addition, there were genes showing moderate variation between the LPS and CON groups on day 1, but not on day 5 (Figure 1A).

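The separation of LPS and CON pigs was tested on all genes at once by a permutational analysis of variance on the distances between pigs, with labels permuted within litter. On day 1, treatment accounted for 9.0% of the variance over 20392 genes (F = 1.78, p = 0.0279, 100000 permutations), and litter for 16.2% (F = 1.65, p = 0.0173). Litter, with 3 levels, takes a larger share by chance than treatment, so the shares cannot be compared directly. The share of treatment on day 1 was 9.6% with a pseudocount of 4 (p = 0.0377) and 10.9% with the 500 most variable genes (p = 0.0045). With every gene scaled to unit variance it was 7.9% and no longer past the threshold (p = 0.0788). On day 5, treatment accounted for 6.6% over 20038 genes (F = 1.26, p = 0.157), and litter for 15.6% (F = 1.57, p = 0.0433). The share of treatment on day 5 stayed between 5.8% and 7.0% with a larger pseudocount, the 500 most variable genes or unit variance, with p between 0.136 and 0.286.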

**Figure 1:**
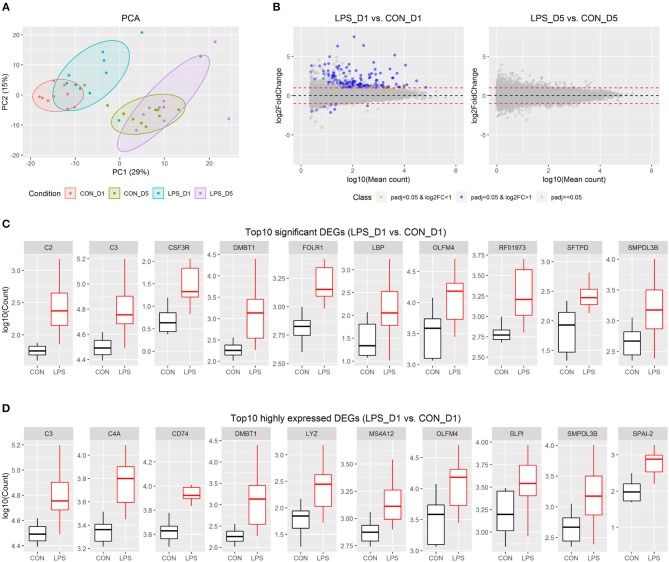
Intestinal transcriptome profile in response to intra-amniotic LPS exposure. **(A)** Scores of the first two principle components from principal component analysis are plotted, with ellipses for the 80% confidence interval for each group. **(B)** MA plot showing fold change (LPS vs. CON) and mean of normalized counts for all the analyzed genes. **(C)** Boxplot of top 10 significant DEGs between LPS-D1 and CON-D1 groups. **(D)** Boxplot of top 10 highly expressed DEGs between LPS-D1 and CON-D1 groups.

To detect the changes in gene expression between the LPS and CON groups on days 1 and 5, respectively, we employed a threshold with fold-change >2 and adjusted *P* < 0.05 to identify significant DEGs using DESeq2. The results showed that 176 of 20,874 genes (equivalent to 0.8% of genes analyzed) were identified as DEGs between the two groups on day 1, whereas no significant DEGs were found on day 5 (Figure 1B and Table S3). 

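On day 1, 15184 genes were tested in 20 pigs. Of these, 2019 had an unadjusted p under 0.05, 194 an adjusted p under 0.05 in limma, and 121 were past both thresholds. Leaving out 1 pig gave between 1257 (without pig 105) and 2930 (without pig 103) with an unadjusted p under 0.05 and, without the same pigs, between 116 and 309 with an adjusted p under 0.05. On day 5, 15072 genes were tested in the other 20 pigs. None had an adjusted p under 0.05 in limma, while 1251 had an unadjusted p under 0.05, and between 614 (without pig 111) and 2723 (without pig 107) when 1 pig was left out. On the recovered reads of day 5, the quasi-likelihood test of edgeR also gave 0 genes past both thresholds (1351 with an unadjusted p under 0.05), as did DESeq2 fitted to all 40 pigs without the minimum count (2004 with an unadjusted p under 0.05). DESeq2 fitted to the 20 day 5 pigs gave 1, ENSSSCG00000040032, named after its value was seen, with a log2 fold change of -3.11 (adjusted p = 0.0221). The pair of genes with the smallest p on day 5, TLCD4 (-0.58, SE 0.136) and IL1RL1 (-1.87, SE 0.455), each had an adjusted p of 0.546 and were lower than the CON median in 10 and 9 of 10 LPS-D5 pigs.

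Whether the effect of LPS differed between the days was tested with the interaction of treatment and day in all 40 pigs, over 15191 genes in limma and edgeR and, without the minimum count, over 20835 genes in DESeq2. No gene had an adjusted p under 0.05 in limma (368 with an unadjusted p under 0.05) or edgeR (437), and DESeq2 gave 3 (593). These were DMBT1, with an interaction of -3.69 (adjusted p = 0.00194), ENSSSCG00000006350, with -2.94 (adjusted p = 0.00706), and ENSSSCG00000008544, which was near the floor, with a mean normalized count of at most 1.04 in any group, so that its fitted value is no bound. The 5 smallest p-values of limma belonged to ENSSSCG00000006350 (-2.28, SE 0.518) and ENSSSCG00000033906 (-3.57, SE 0.831), each with an adjusted p of 0.863, and to DMBT1 (-2.59, SE 0.661), GALNT17 (1.74, SE 0.456) and NXNL2 (1.45, SE 0.388), each with an adjusted p of 1. In ENSSSCG00000033906, pig 511 of LPS-D5 had a normalized count of 116.2 and the other LPS-D5 pigs between 1026 and 10300.

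As a list, the 176 genes of Table S3 were followed on day 5, in other animals than those compared on day 1. The table's values match a fit to all 40 pigs, which takes the spread from the day 5 pigs as well, so they were not wholly apart from the choice of genes. Of the 170 tested, 156 (91.8%) were higher in LPS-D5 than in CON-D5, against 51% of all genes. Their median difference was 0.56 on day 5 and 1.31 on day 1. By fry, limma's rotation test for gene lists, the difference of the list on day 5 was not past 0.05 (two-sided p = 0.0819). It passed 0.05 by fry without litter 2 (p = 0.0315) and under camera with a preset correlation of 0.01 between genes (p = 1.68e-15). Among 129 genes of the list, the median rho over the day 1 pigs was 0.257 with the group means taken away. The preset is far under this, so the p of camera is too small and is no support. Of the list's genes, 27 had an unadjusted p under 0.05 on day 5, 26 of them higher in LPS-D5, and the smallest adjusted p was 0.546.

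**Figure D1:**
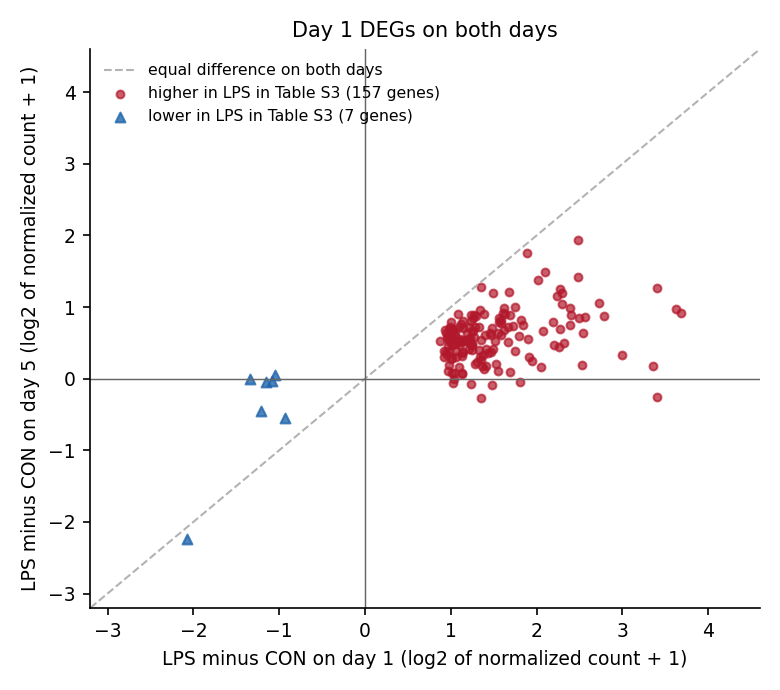
Difference between LPS and CON pigs (log2 of the normalized count plus 1) of 164 genes of Table S3 on day 1 (x axis) and day 5 (y axis), with 10 pigs per group and day. Circles are genes higher and triangles genes lower in LPS-D1 in Table S3, and the dashed line marks an equal difference on both days. On day 5, 151 of the genes lie above 0. The genes were chosen for their difference on day 1, which by itself makes the difference on day 5 smaller.

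The paper states that intestinal gene expression was similar in LPS and CON pigs on day 5, and from its results collectively it concludes that the development of gene expression after birth is resilient to a few days of inflammation before preterm birth.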

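Of the 121 genes past both thresholds in limma, 120 were higher in LPS-D1 than in CON-D1 and 1 was lower. The gene that was lower, ENSSSCG00000040490, named after its value was seen, had a normalized count of 36.5 in CON-D1 and 16.5 in LPS-D1, a difference of -1.05 (SE 0.239, adjusted p = 0.0298). Without the limit on the size of the difference, 186 genes were higher and 8 lower. The median difference of all genes tested was -0.01. DESeq2 on the recovered reads of the 20 day 1 pigs, the alternative that gave the most calls, had 238 genes higher and 12 lower. The 120 genes were all higher in LPS pigs within each litter, with a median difference of 1.70 in litter 1, 1.14 in litter 2 and 1.34 in litter 3. They were also all higher among males (median 1.36) and among females (median 1.27). Leaving out 1 pig left between 74 genes higher (without pig 105) and 183 (without pig 103). It left between 0 and 6 lower: 6 without pig 103, 2 without pig 500 or 102, and 0 without pig 508, 509, 526, 100, 506, 507 or 520. Leaving out a whole litter left 22 to 29 genes higher and 0 lower. Of the genes that the naming rule covers, 52 had an adjusted p under 0.05, and the fits without a litter kept 43 of their 156 calls, all with the same sign.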

The DEGs on day 1 included 166 up-regulated and 10 down-regulated genes, respectively. Based on the current gene annotation in the pig genome, 129 genes with gene symbols were ascertainable according to the Ensembl database. 

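Of the 176 genes of Table S3, 165 had a mean normalized count of at least 5 on day 1 and were tested. All 165 had the same sign as in the table, 111 had an adjusted p under 0.05 in limma, and 99 were past both thresholds, while 12 had an adjusted p under 0.05 with a difference of 1 or less in size. The median difference of the list was 1.31, against a median of 1.48 in Table S3, which is the paper's value. Spearman's rho between both sets of differences was 0.936 across genes, which are not independent replicates. A further 22 genes past both thresholds are not in the table. The paper's table gives symbols to 129 of its genes, and the NCBI RefSeq annotation of the same assembly gives symbols to 3 more, CFB, SPIB and MUC6, named after their values were seen. CFB had a normalized count of 3299 ± 518 (SD, n = 10) in CON-D1 and 7008 ± 3955 in LPS-D1, a difference of 0.97 (SE 0.217, adjusted p = 0.0263). Its adjusted p lay between 0.0505 and 0.0717 without pig 508, 526, 104, 101 or 105. MUC6 was lower in LPS-D1 at -1.15 (adjusted p = 0.116).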

Except for *ADGRG2, NEK5, ssc-mir-421*, and 7 other genes without gene symbols, all other DEGs showed up-regulation in the LPS vs. CON group on day 1. 

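ADGRG2 (ENSSSCG00000029756), on chromosome X from 15370327 to 15518746, had a normalized count of 47.2 ± 88.6 (SD, n = 10) in CON-D1 and 11.7 ± 5.96 (SD, n = 10) in LPS-D1. Pig 509 of CON-D1 had 297.2 and the other CON-D1 pigs between 8.31 and 39.9. The difference was -1.09 (SE 0.476), with an adjusted p of 0.338 from limma, and 8 of 10 LPS-D1 pigs lay below the CON-D1 median. It lay between -1.33 and -0.68 with 1 pig left out. NEK5, on chromosome 11 from 15799068 to 15862236, had 9.71 ± 4.80 in CON-D1 and 3.80 ± 2.31 in LPS-D1, where all 10 pigs lay below the CON-D1 median (difference -1.22, SE 0.335, adjusted p = 0.0888). The gene listed as ssc-mir-421 had 7.31 ± 4.70 in CON-D1 and 2.17 ± 1.61 in LPS-D1, again with all 10 below the CON-D1 median. Its mean fell under the minimum of 5. Tested without that minimum, its difference was -1.37 (adjusted p = 0.127). DESeq2 fitted to all 40 pigs puts ADGRG2 (adjusted p = 0.0266), NEK5 (0.0292) and ssc-mir-421 (0.0346) past both thresholds, and DESeq2 fitted to the day 1 pigs NEK5 alone (0.0459). Besides ENSSSCG00000040490, other genes without a symbol in the paper's table were ENSSSCG00000040032, at -2.08 (adjusted p = 0.103), and ENSSSCG00000036379, at -1.35 (adjusted p = 0.105).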

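DMBT1 (ENSSSCG00000002981), on chromosome 14 from 132154346 to 132231274, had a normalized count of 197 ± 79.9 (SD, n = 10) in CON-D1 and 3945 ± 7560 (SD, n = 10) in LPS-D1. Pig 506 of LPS-D1 had the highest count, 24990. All 10 LPS-D1 pigs lay above the CON-D1 median and 7 above every CON-D1 pig. The difference was 2.99 (SE 0.449, adjusted p = 0.00226 from limma), with 4.40 in litter 1, 1.37 in litter 2 and 3.38 in litter 3, and 2.61 to 3.16 with 1 pig left out. LBP, on chromosome 17 from 41398935 to 41429467, rose from 43.3 ± 41.6 to 337 ± 523 (difference 2.27, SE 0.445, adjusted p = 0.0103). CSF3R, on chromosome 6 from 92550159 to 92565798, rose from 6.19 ± 5.06 to 44.7 ± 40.6 (2.48, SE 0.47, adjusted p = 0.00872). SFTPD, on chromosome 14 from 82051400 to 82069258, rose from 95.7 ± 69.3 to 362 ± 302 (2.20, SE 0.324, adjusted p = 0.00191). C2, on chromosome 7 from 24020590 to 24034042, rose from 57.1 ± 11.9 to 384 ± 428 (2.27, SE 0.329, adjusted p = 0.00177), and 9 of 10 LPS-D1 pigs lay above every CON-D1 pig. The count of FOLR1 was 666 ± 214 in CON-D1 and 1668 ± 643 in LPS-D1, a difference of 1.27 (SE 0.169, adjusted p = 0.00147). OLFM4 had 4552 ± 3859 and 16050 ± 14090, a difference of 2.05 (SE 0.323, adjusted p = 0.00297). The adjusted p was nearer to 0.05 for SMPDL3B (1.91, adjusted p = 0.0201), for the RNA gene RF01973 (1.69, adjusted p = 0.0164) and for C3, at 0.98 (SE 0.212, adjusted p = 0.0212) just under the limit of 1. SMPDL3B was not past 0.05 without pig 101 (adjusted p = 0.0509), nor C3 without pig 508 (0.0506), 101 (0.0525) or 105 (0.056). Without the litter term, LBP (0.23), SMPDL3B (0.125), C3 (0.0524) and OLFM4 (0.133) were not past 0.05, nor was C3 without the minimum count (0.0523). In limma, the genes past both thresholds with the 10 smallest p-values were SLA-DOA, FOLR1, ENSSSCG00000006350, C1QC, ENSSSCG00000036096, C4A, C2, SFTPD, DMBT1 and PLA2G2D, with adjusted p between 0.00147 and 0.00229. PLA2G2D rose from 3.65 to 63.2 (3.40, adjusted p = 0.00229). ENSSSCG00000006350 rose from 3.20 to 24.7, with every LPS-D1 pig above every CON-D1 pig.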

The top 10 most significant genes were *DMBT1, LBP, CSF3R, SMPDL3B, FOLR1, SFTPD, C3, C2, RF01973*, and *OLFM4* (Figure 1C). 

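Over the 20 day 1 pigs, the genes of Table S3 with the highest mean normalized count were C3 (51330), ENSSSCG00000001229 (11990), OLFM4 (10300), CD74 (7217), CFB (5153), C4A (4362), SLPI (2982), CEBPD (2587), ITIH4 (2098) and DMBT1 (2071). SMPDL3B followed with 1568, RF01973 with 1487 and MS4A12 with 1290. MS4A12 rose from 770 ± 185 (SD, n = 10) in CON-D1 to 1810 ± 1288 in LPS-D1 (difference 1.04, adjusted p = 0.00957 from limma). SPAI-2, whose reads could be shared with SLPI, rose from 115 ± 97.4 to 779 ± 526 (3.36, adjusted p = 0.0052). The differences of SLPI (1.12, SE 0.347, adjusted p = 0.154) and LYZ (2.10, SE 0.524, adjusted p = 0.0505) were not past 0.05. LYZ was past it without pig 522 (adjusted p = 0.0496), 525 (0.0331) or 103 (0.00764), and SLPI was -0.03 in litter 1. MS4A12 was not past it without the litter term (adjusted p = 0.068).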

*C3, DMBT1, OLFM4*, and *SMPDL3B* were also among the top 10 DEGs with highest average expression across all pigs on day 1 (Figure 1D).

### Prenatal LPS Exposure Has Limited Effects on Gut Microbiome Postnatally

To investigate whether intra-amniotic LPS exposure affected the neonatal gut colonization, 5-day-old formula-fed preterm pigs had their distal small intestinal content collected for metagenome analysis. Based on Shannon index and Bray–Curtis dissimilarity, the alpha and beta diversities of gut microbiome were not affected by intra-amniotic LPS exposure, regardless of taxonomic levels (Figures 2A,B; all *P* > 0.05). Similar to that in preterm human infants in the first few days after birth (28, 29), these 5-day-old preterm pigs were dominated by phylum Proteobacteria and Firmicutes (mean abundance was 44.2 and 26.6%, respectively). The top abundant genus included *Enterococcus, Escherichia*, and *Clostridium* (mean, 17.2, 11.0, and 3.5%, respectively), and the top abundant species were *E. coli, Enterococcus hirae*, and *Enterococcus faecium* (mean, 10.6, 5.0, and 2.6%, respectively; Figure 2C). The abundance of these features showed no statistical difference between the two groups. However, eight differentially abundant species were identified between the LPS and CON groups (*P* < 0.05) according to Metastats and were detected in at least three pigs (Figure 2D). The mean abundance of these eight species was relatively low, and *Streptococcus equi* and *Lactobacillus amylovorus* were among the most abundant (~0.05%). Their maximum individual abundance was ~0.58%. These two species were down- and up-regulated in the LPS group, respectively. Moreover, 897 of 21,384 analyzed genes showed differential abundance between the two groups (adjusted *P* < 0.05), and most of them (891/897) were down-regulated in the LPS group. Approximately 11% of the down-regulated genes were annotated to *Streptococcus*, and their top COG annotations were “Replication, recombination, and repair,” “Carbohydrate transport and metabolism,” and “Defense mechanisms.” However, the abundance of these functions was not significantly different between the two groups.

**Figure 2:**
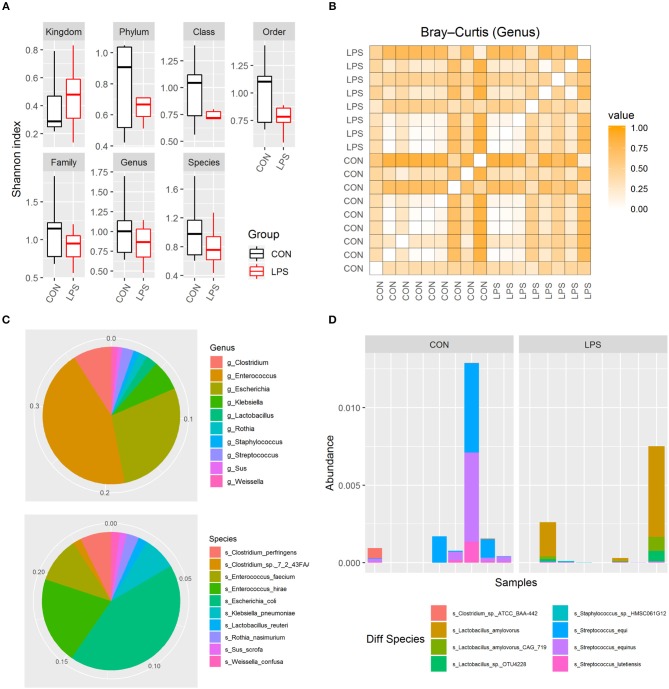
Gut microbiome in LPS and CON groups on postnatal day 5. **(A)** Boxplot of Shannon index in two groups. **(B)** Heatmap derived from dissimilarity matrix of Bray–Curtis distances from all 5-day-old pigs. **(C)** Pie chart of top 10 abundant genus/species in all 5-day-old pigs. **(D)** Bar plot showing eight differential abundant species between the LPS and CON groups.

### Prenatal LPS Exposure Induced Intestinal Immune Response Associated With DMBT1

Finally, to better understand the relationship of the DEGs identified on day 1, we first conducted a putative co-expression gene network using pairwise correlation to determine possible gene pairs in the expression data. 

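Spearman's rho was computed over the 20 day 1 pigs for the 8256 pairs of the 129 genes with symbols in Table S3, with p-values from 1000000 permuted rank pairs, adjusted by the Benjamini-Hochberg method over the pairs. The median rho was 0.603. An absolute rho over 0.6 with an adjusted p under 0.05 was reached by 4206 pairs (50.9%), of which 4168 were positive and 38 negative. The 20 pigs were 10 LPS-D1 and 10 CON-D1 pigs, and the genes had been chosen for differing between them. Within the 10 LPS-D1 pigs alone, 194 pairs were past both limits, and within the 10 CON-D1 pigs 0, where fewer pigs also raise the rho that a p needs. The median rho was 0.382 in the LPS-D1 pigs and 0.079 in the CON-D1 pigs. With the mean of each group taken away, 544 of the pairs were past both limits in the 20 pigs, and 520 of these (12.4% of the 4206) were among the pairs called before. In 1000 lists of 129 genes drawn at random with like mean counts, the median number of pairs was 483 and the largest 1107. With the group means taken away, the random lists had a median of 488, and 369 of the 1000 had at least 544. Leaving out 1 pig gave 3678 (without pig 105) to 4567 pairs (without pig 509).

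**Figure D2:**
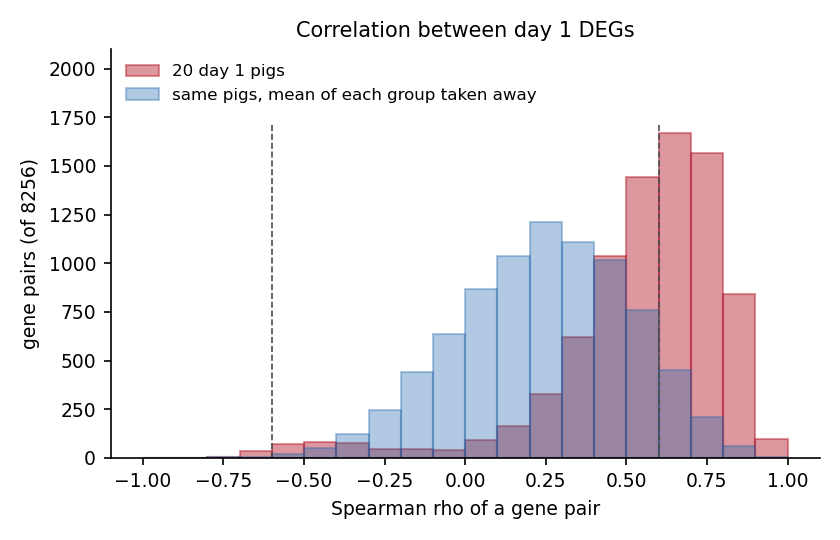
Number of gene pairs (y axis) by Spearman's rho (x axis) over the 20 day 1 pigs, among 129 genes of Table S3, before and after the mean of each group was taken away. The dashed lines mark an absolute rho of 0.6. With the limit on the adjusted p as well, 4206 pairs passed before and 544 after.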

Based on the 129 DEGs with ascertainable gene symbols, 4,205 of 8,256 gene pairs were selected using a threshold of absolute Spearman ρ > 0.6 and adjusted *P* < 0.05, and were used to build the co-expression network. Next, to identify the highly connected gene (hub gene) in this network, network analysis was performed using Cytoscape. 

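In the network of the 4206 pairs over the 20 day 1 pigs, DMBT1 had the highest betweenness centrality on unweighted shortest paths, at 0.019, with links to 73 of the other genes. FAM111A came next at 0.0158 with 12 links, then MS4A12 at 0.0138 with 77. These values have no test. With 1 pig left out, the rank of DMBT1 lay between 1 and 34. It stayed at 1 without pig 523, 506 or 521, and was 2 without pig 102, 104 or 525, 3 without 509, 5 without 508 or 507, 7 without 105, 9 without 505, 10 without 100, 12 without 500, 13 without 101, 15 without 520, 22 without 103, 24 without 522, 28 without 526, and 34 without 524 or 106. Over all 40 pigs DMBT1 ranked 56, and over the 10 LPS-D1 pigs 47. With the group means taken away it ranked 22, and C4A came first (0.0952).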

*DMBT1* (deleted in malignant brain tumors 1) was identified as the hub gene as it had the highest “betweenness centrality,” which describes the shortest-path connectors through a network (Figure 3A). In addition, experimentally determined protein–protein interaction between these gene pairs was examined using STRING database. We found that DMBT1 interacts with SFTPD (SP-D) and that SFTPD interacts with TLR2 (Toll-like receptor 2), all of which were up-regulated in the newborn pigs exposed to intra-amniotic LPS.

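Over the 20 day 1 pigs, DMBT1 and SFTPD had a Spearman's rho of 0.726 (permutation p = 0.00041, adjusted over the 8256 pairs 0.0016) and a Pearson's r of 0.642 on the log2 scale (permutation p = 0.0025). Without the 2 pigs farthest from the median of DMBT1, r was 0.647. SFTPD and TLR2 had a rho of 0.669 (p = 0.0016, adjusted 0.0043) and an r of 0.641 (p = 0.0026), and 0.525 without the 2 farthest pigs. DMBT1 and TLR2 had a rho of 0.632 (p = 0.0035, adjusted 0.0078) and an r of 0.698 (p = 0.00059), and 0.795 without the 2 farthest pigs. Within the groups of 10, the rho of these pairs, in the same order, was 0.697, 0.673 and 0.733 in LPS-D1 pigs and 0.188, 0.442 and 0.285 in CON-D1 pigs. With the mean of each group taken away it was 0.442, 0.567 and 0.681 over the 20 pigs.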

**Figure 3:**
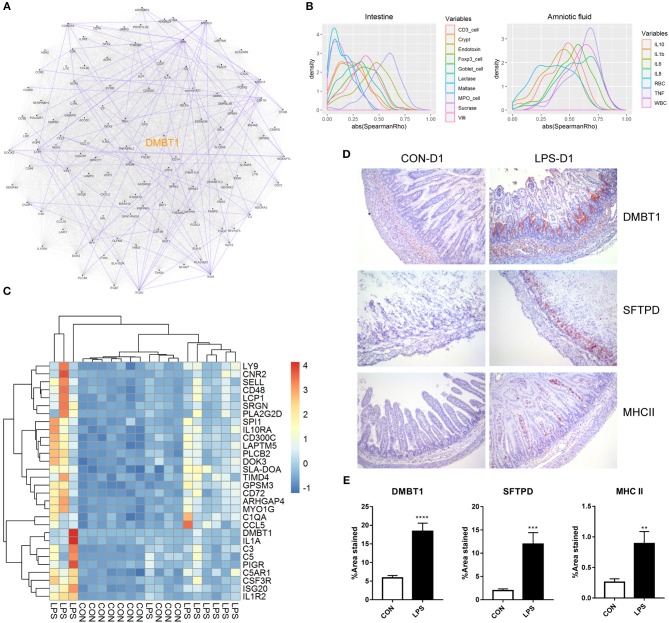
Relationship and functionality of DEGs between LPS and CON groups at birth. **(A)** Putative co-expression network, where each node represents a gene, and each edge represents a significant correlation between gene pairs. Experimentally determined protein–protein interaction between gene pairs is highlighted in purple. Hub gene DMBT1 is highlighted in yellow. **(B)** Density plot of absolute Spearman ρ between DEGs and intestinal/amniotic measures. **(C)** Heatmap showing the relative expression of DEGs that were correlated with intestinal MPO-positive cell density and amniotic TNF-α level. **(D)** Representative images of distal small intestines stained with antibodies to DMBT1, SFTPD, and MHCII. **(E)** Significant difference of the area stained by DMBT1/SFTPD/MHCII between LPS and CON groups was revealed according to Mann–Whitney *U* test. Values are presented as the mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

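The enrichment was looked at with 17 gene lists of whole families or cell types, written in advance, and tested on day 1 with camera at a preset correlation of 0.01, with p-values adjusted over the lists. In 15 lists the genes were higher in LPS-D1 with an adjusted p under 0.05. The complement list had a median difference of 0.51 over 25 genes tested (adjusted p = 3.63e-13), with 22 genes higher. Adjusted over the list alone, 12 genes had a p under 0.05, and 10 over all genes tested. For chemokines the median was 0.40 over 16 genes (adjusted p = 7.81e-06), with 4 genes adjusted over the list alone and 3 over all genes. The list of MHC class II genes had a median of 1.00 over 6 genes (8.63e-12, 6 and 5 genes), and that of MHC class I and peptide loading 0.74 over 7 genes (1.13e-10, 7 and 4 genes). The 6 genes of the NADPH oxidase, the enzyme that makes superoxide in phagocytes, had a median of 1.11 (7.11e-10, 6 and 4 genes). Interferon-stimulated genes had a median of 0.35 over 12 genes (0.000896, 2 and 0 genes). Epithelial markers of the proximal small intestine had 0.49 over 7 genes (0.0406), those of the distal ileum 0.38 over 7 (0.229), erythroid genes 0.47 over 5 (0.0394) and proliferation genes 0.13 over 9 (0.0882). The study chose 10 complement, 5 chemokine, 3 MHC class II, 1 MHC class I and 4 NADPH oxidase genes on these pigs, so that for them the count over the list alone is not independent evidence. Under fry, 11 of the 15 lists stayed past 0.05, without the Toll-like receptors (0.0658), the proximal epithelium (0.0919), the erythroid genes (0.165) and the interferon-stimulated genes (0.0861). With an estimated correlation 10 stayed, without these and the neutrophil list (0.116). With sex in the fit, the erythroid list was not past 0.05 (0.075).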

To investigate the biological processes and pathways associated with the DEGs, we performed functional enrichment analyses using the web tool “DAVID” and found that the DEGs identified on day 1 were related to “innate immune response,” “neutrophil chemotaxis,” “complement and coagulation cascades,” “cell adhesion molecules (CAMs),” and “antigen processing and presentation” (Table S4). Thus, both innate and adaptive immune responses were involved in the neonatal intestine exposed to intra-amniotic LPS. 

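Cell-type lists were tested in the same way on day 1. The macrophage and monocyte list had a median difference of 1.03 over 15 genes (camera, adjusted p = 1.57e-18), and all 15 genes were higher in LPS-D1 with an adjusted p under 0.05 adjusted over the list alone (8 over all genes tested). All 10 LPS-D1 pigs had a list mean above that of every CON-D1 pig (7.06 to 8.70 against at most 6.91 on the log2 scale). The neutrophil list had 0.68 over 8 genes (adjusted p = 0.0114), with 2 genes adjusted over the list alone and 1 over all genes, and 4 LPS-D1 pigs lay above every CON-D1 pig. It covers neutrophils poorly, since only these 8 of its 18 genes were tested. S100A9, CXCR1, CXCR2, CAMP, FPR1 and FPR2 were not found under their symbols. Its member MGAM2, named after its value was seen, was lower in LPS-D1 (mean 308.6 in CON-D1 and 167.4 in LPS-D1, difference -0.95). The list of the T-cell receptor complex had 1.17 over 9 genes (2.33e-11, 8 and 3 genes), with 9 LPS-D1 pigs above every CON-D1 pig. The B-cell and follicle list had 1.74 over 14 genes (2.33e-11, 11 and 4 genes), with 6 LPS-D1 pigs above every CON-D1 pig and the highest means in pig 507 (7.34), pig 101 (6.38) and pig 505 (6.27), against 2.79 to 3.70 in CON-D1. The list of the follicle-associated epithelium and M cells, which cover lymphoid follicles, had a median of 0.24 and a mean of 0.84 over 8 genes (0.0054, 2 and 0 genes), and its highest means were in pig 507 (8.08), pig 505 (7.67) and pig 101 (7.09), against at most 6.36 in CON-D1. Of the genes listed, 8 of the macrophage and monocyte list, 2 of the neutrophil list, 2 of the T-cell receptor list, 5 of the B-cell and follicle list and 3 of the follicle-associated epithelium list are in Table S3, which was drawn from the same pigs, so their counts are not independent of it.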

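TLR2, on chromosome 8 from 75416257 to 75428370, had a normalized count of 61.7 ± 41.9 (SD, n = 10) in CON-D1 and 155 ± 133 (SD, n = 10) in LPS-D1. The difference of 1.31 (SE 0.337) had an adjusted p of 0.0612 in limma and was 2.88 in litter 1, 0.45 in litter 2 and 0.80 in litter 3. CD14, on chromosome 2 from 142348036 to 142349686, rose from 46.7 ± 26.7 to 153 ± 128 (1.56, SE 0.41, adjusted p = 0.0676), with all 10 LPS-D1 pigs above the CON-D1 median. Leaving out 1 pig put TLR2 past 0.05 without pig 526 (adjusted p = 0.0253), 106 (0.0499), 521 (0.0479) or 103 (0.0351), and CD14 without pig 509 (0.0482), 505 (0.0378) or 103 (0.0354). DESeq2 fitted to all 40 pigs put both past both thresholds (TLR2 0.0194, CD14 0.00365).

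The 3 chains of C1q rose about alike. C1QC went from 687 ± 179 to 1482 ± 461 (1.11, SE 0.158, adjusted p = 0.0017) and C1QA from 705 ± 187 to 1476 ± 588 (1.03, SE 0.192, adjusted p = 0.00778). C1QB went from 794 ± 181 to 1577 ± 642 and, at 0.95 (SE 0.19, adjusted p = 0.0125), stayed under the limit of 1. In CON-D1, pig 500 had 413.3 for C1QB and the other pigs 637 to 1028. C4A, on chromosome 7 from 24068019 to 24083060, rose from 2308 ± 536 to 6416 ± 3006 (1.41, SE 0.205, adjusted p = 0.00177). C5 rose from 469 ± 253 to 1173 ± 906 (1.24, adjusted p = 0.0405) and C1RL from 104 ± 34.2 to 210 ± 84.7 (1.01, adjusted p = 0.0306). The adjusted p of C5 was 0.0516 to 0.0953 without pig 508, 500, 523, 524, 526, 102, 106, 525, 520, 101 or 105, and that of C1RL 0.0522 to 0.0779 without pig 523, 526, 104, 506, 522, 525, 520 or 105.

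C5AR1 rose from 19.2 ± 4.68 to 43.9 ± 16.1 (1.11, SE 0.219, adjusted p = 0.0107). CCL19, on chromosome 10 from 32110366 to 32112529, rose from 49.1 ± 23.3 to 673 ± 1050 (2.73, SE 0.44, adjusted p = 0.00373). CCL5 rose from 142 ± 38.1 to 325 ± 192 (1.06, SE 0.252, adjusted p = 0.0379), and its adjusted p was 0.0516 to 0.0927 without pig 508, 523, 524, 526, 104, 106, 506, 507, 520, 521, 101 or 105. CCL17 had a mean of 0.467 ± 0.638 in CON-D1 and 6.83 ± 9.76 in LPS-D1, under the minimum of 5 over the 20 pigs. Tested without that minimum, its difference was 1.92 (SE 0.437, adjusted p = 0.04), and 6 of 10 LPS-D1 pigs lay above every CON-D1 pig. Without the same minimum, C5 (0.0584) and CCL5 (0.0546) were not past 0.05, nor were they with sex in the fit (C5 0.0544, CCL5 0.0961), nor C5 without the litter term (0.225). In the limma fit to all 40 pigs, the adjusted p was 0.0595 for C1QA, 0.122 for C1QB, 0.0563 for C1RL, 0.0588 for C5, 0.109 for both C5AR1 and CCL19, and 0.192 for CCL5.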

Differentially expressed genes involved in the innate immunity were related to pattern recognition (*TLR2, CD14, LBP, DMBT1, SFTPD*), complement system (*C1QA, C1QB, C1QC, C1RL, C2, C3, C4A, C5*) and neutrophil chemotaxis (*C5AR1, CSF3R, CCL5, CCL17, CCL19*). For the adaptive immunity, five DEGs were enriched in the KEGG pathway “antigen processing and presentation,” encoding for major histocompatibility complex (MHC) classes I and II, as well as CD4. 

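SLA-5 (MHC class I), on chromosome 7 from 22851888 to 22854782, had a normalized count of 52.5 ± 23.6 (SD, n = 10) in CON-D1 and 162 ± 88.9 in LPS-D1 (difference 1.46, SE 0.35, adjusted p = 0.0394 from limma). Its reads can be shared with other class I genes. Its adjusted p was 0.0537 to 0.102 without pig 508, 500, 523, 524, 526, 104, 100, 106, 506, 522, 525, 520, 521, 101 or 105. SLA-DMB (MHC class II) rose from 148 ± 46.2 to 314 ± 123 (1.11, SE 0.183, adjusted p = 0.00409), and SLA-DOA (MHC class II) from 31.0 ± 8.53 to 79.1 ± 18.6 (1.33, SE 0.177, adjusted p = 0.00147). In both, 9 of 10 LPS-D1 pigs lay above every CON-D1 pig. CD4, on chromosome 5 from 63892129 to 63918547, rose from 17.9 ± 7.03 to 44.9 ± 18.9 (1.26, SE 0.25, adjusted p = 0.012), with all 10 LPS-D1 pigs above every CON-D1 pig. CD74, the invariant chain that binds MHC class II, rose from 4308 ± 903 to 10130 ± 5053 (1.14, SE 0.21, adjusted p = 0.00758). In the limma fit to all 40 pigs, SLA-5 (0.0994), CD4 (0.11) and CD74 (0.16) were not past 0.05, and SLA-5 was not with sex in the fit (0.0644) or without the minimum count (0.0596).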

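ITGB7, on chromosome 5 from 18419432 to 18434376, had a normalized count of 107 ± 24.5 (SD, n = 10) in CON-D1 and 252 ± 127 (SD, n = 10) in LPS-D1. The difference was 1.13 (SE 0.244, adjusted p = 0.0212 from limma), and 9 of 10 LPS-D1 pigs lay above every CON-D1 pig. In CON-D1, pig 508 had 54.02 and the other pigs between 90.4 and 134. Leaving out 1 pig gave differences of 0.99 to 1.29, and the adjusted p passed 0.05 only without pig 105 (0.0555). With sex in the fit the adjusted p was 0.0514, and in the limma fit to all 40 pigs 0.144.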

Consistent with that the recruitment of CD4^+^ T cells in the mice neonatal small intestine is based on β7 integrin–dependent pathways (30), *ITGB7* (integrin beta-7) was also found to be one of the DEGs and was up-regulated in the LPS group. However, the mRNA expression of co-stimulatory molecules for T-cell activation (i.e., CD80, CD86, CD28, and ICOS), as well as T-cell transcription factors (i.e., T-bet for T_H_1, GATA3 for T_H_2, RORγt for T_H_17, and Foxp3 for Tregs cells), showed no significant difference between the LPS and CON groups.

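The genes named here as co-stimulatory molecules and T-cell transcription factors had no adjusted p under 0.05 in limma on day 1. CD80 had a normalized count of 127 ± 11.8 (SD, n = 10) in CON-D1 and 118 ± 24.1 in LPS-D1 (difference -0.16, adjusted p = 0.513). CD86 had 83.9 ± 31.6 and 133 ± 60.9 (0.67, adjusted p = 0.317), CD28 14.4 ± 8.86 and 18.5 ± 13.8 (0.46, adjusted p = 0.475) and ICOS 5.98 ± 3.07 and 13.6 ± 13.5 (0.73, adjusted p = 0.406). TBX21, which encodes T-bet, had 12.3 ± 6.04 and 23.9 ± 13.8 (0.83, SE 0.301, adjusted p = 0.25), and GATA3 26.8 ± 5.50 and 39.1 ± 12.8 (0.49, SE 0.19, adjusted p = 0.286). FOXP3, with 3.53 ± 3.28 and 5.88 ± 3.73, fell under the minimum of 5. Tested without it, its difference was 0.66 (adjusted p = 0.575). As a list, the 7 genes tested had a median difference of 0.49, and 6 were higher in LPS-D1 (camera, adjusted p = 0.00598; fry, adjusted p = 0.00528). Adjusted over the list alone, as over all genes tested, 0 of them had a p under 0.05. Unadjusted, the p was under 0.05 for CD86 (0.0248), TBX21 (0.0118) and GATA3 (0.017).

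**Figure D3:**
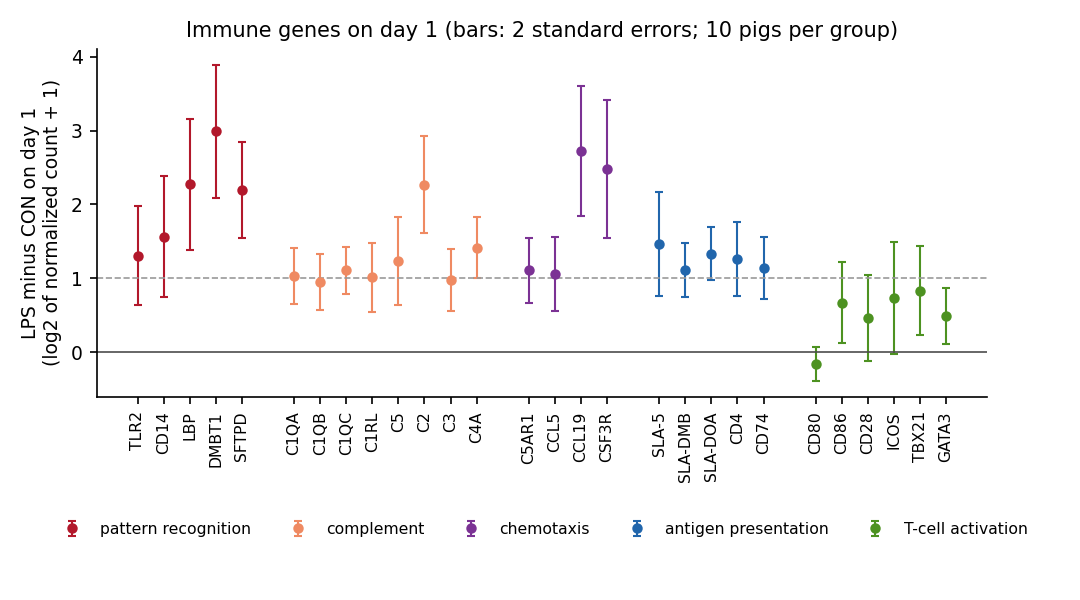
Difference between LPS-D1 and CON-D1 pigs (log2 of the normalized count plus 1, y axis) of genes of pattern recognition, the complement system, chemotaxis, antigen presentation and T-cell activation (x axis), with bars of 2 standard errors and 10 pigs per group. The dashed line marks a difference of 1. The T-cell activation genes lie between -0.16 and 0.83.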

In addition, pairwise correlation test between each DEG and the measures in the amniotic fluid or small intestine was performed. Consistent with that the DEGs identified on day 1 were enriched in innate immune response and neutrophil chemotaxis as mentioned previously, the correlation test showed that most of the DEGs correlated with the MPO-positive cell density in the small intestine (mean absolute Spearman ρ = 0.54; Figure 3B). The DEGs were also correlated with cytokine levels, especially TNF-α, in the amniotic fluid (mean absolute Spearman ρ = 0.62; Figure 3B). After multiple testing, 44 and 76 DEGs were significantly and positively correlated with the MPO-positive cell density in the small intestine and TNF-α level in amniotic fluid (adjusted *P* < 0.05, mean ρ = 0.69 and 0.71, respectively). Genes significantly correlated with both intestinal MPO-positive cell density and amniotic TNF-α (Figure 3C) included *DMBT1*, the hub gene in the putative co-expression network, and those involved in complement system (*C1QA, C3, C5*) and neutrophil chemotaxis (*C5AR1, CSF3R, CCL5*), suggesting an underlying mechanism whereby intra-amniotic inflammation affects intestinal immune response via fetal swallowing.

To examine whether the identified DEGs were altered also at the protein level, immunohistochemistry analysis was performed for selected proteins in the newborn pigs (D1 samples). This included DMBT1, the hub gene in the co-expression network, and SFTPD that might interact with DMBT1, both of which are related to innate immunity. In addition, MHCII, related to adaptive immunity, was examined. The results showed that DMBT1 and SFTPD were mainly expressed in the crypts of the distal small intestine and up-regulated in the LPS vs. CON group (mean positive area = 18.4 vs. 5.9% for DMBT1, and 12.0 vs. 2.0% for SFTPD, both *P* < 0.05). MHCII, on the other hand, was distributed within the villi of distal small intestine and also showed higher expression in the LPS vs. CON groups (mean positive area = 0.9 vs. 0.3%, *P* < 0.05; Figures 3D,E).

## Discussion

Perinatal development of the small intestine, including its immune system, occurs as the combined result of an intrinsic (genetic, endocrinological) program and environmental factors including oral nutrition/fluid (e.g., amniotic fluid before birth, milk after birth) and exposure to microbiota (e.g., infected amniotic fluid before birth, bacterial colonization after birth). The maturational pattern is partly species- and birth-dependent, and we have previously shown that in pigs the small intestine has a remarkable capacity to mature over the first weeks following the initial deficits in response to preterm birth. We now show that prenatal exposure to inflammation *in utero* induces altered expression of both innate and adaptive immunity-associated genes in the neonatal small intestine, together with marked immune cell infiltration at birth. However, after introduction of enteral feeding and ongoing bacterial colonization, intestinal gene expression, and functions (NEC susceptibility, morphology, digestive enzymes, global gene expression) were similar on day 5 in control and LPS-exposed preterm pigs. In addition, prenatal inflammation had a minor effect on the gut colonization at this time after birth (e.g., the low-abundant *S. equi* and *L. amylovorus* species were reduced and increased, respectively, in LPS-exposed pigs on day 5). Collectively, our results confirm that the birth- and age-related development of intestinal microbiota and gene expressions are remarkably resilient to exposure of a few days of intra-amniotic inflammation before preterm birth. In a translational perspective, intestinal functions of preterm infants born after acute CA may therefore not be markedly compromised in the postnatal period, relative to infants born prematurely without prenatal inflammation. Future studies should address if this conclusion is true also for other periods, doses and types of prenatal inflammatory insults (e.g., using common CA-related pathogens such as *Ureaplasma*), as well as longer postnatal age and interacting factors (e.g., feeding modes, antibiotics, infections).

In the present study, we identified a number of genes that might be co-expressed and up-regulated in the neonatal small intestine exposed to fetal inflammation. The hub gene of this putative co-expression network was *DMBT1*, which is a pattern recognition receptor localized to epithelial cells and binds to a broad range of pathogens (31, 32). Our results show that the intestinal *DMBT1* was up-regulated by prenatal LPS exposure, both at mRNA and protein levels. *DMBT1* in the intestinal epithelial cells (IECs) plays an important role in first-line defense by preventing bacterial invasion into the IECs and inhibiting cytokine secretion (33). Loss of *DMBT1* in mice leads to enhanced dextran sulfate sodium–induced colitis (34). Thus, up-regulation of *DMBT1* in the neonatal intestine in response to CA might play a role in intestinal mucosal protection. In addition to immune cell infiltration, villus structure was moderately compromised around birth following prenatal LPS exposure. Like all the other measures in the small intestine, such effects induced by prenatal LPS exposure disappeared after 5 days. This could be related to *DMBT1*, which negatively affects epithelial cell growth (35) and is associated with a change from proliferation to differentiation in the epithelium and thereby epithelial regeneration following mucosal damage (36).

DMBT1 also binds to mucosal defense proteins, such as SP-D (37). Surfactant protein D exerts antimicrobial effects by bacterial agglutination, enhancing their clearance by phagocytic cells (38). Similar to DMBT1, lack of SP-D in mice also showed increased susceptibility to dextran sulfate sodium–induced colitis (39). Moreover, both DMBT1 and SP-D have been shown to stimulate alveolar macrophage migration (40, 41), suggesting a role of DMBT1 and SP-D in mediating the cross-talk between epithelial cells and the underlying immune cells. Such cross-talk may also exist in the gastrointestinal tract, and MPO-positive cells were increased in density in parallel with the up-regulation of DMBT1 and SP-D, following intra-amniotic endotoxin exposure. Functional enrichment analysis using all the DEGs also revealed pathways related to CAMs and chemokine signaling pathway, which might be relevant to the macrophage migration.

Apart from innate immunity, adaptive immunity may be also involved in the neonatal small intestine in response to CA. We found that genes in the “antigen processing and presentation” pathway were up-regulated, including those that encode for MHC class II and CD4. The MHC molecules are normally expressed on antigen-presenting cells (APCs) such as macrophages, but they are also found in the upper villus under normal physiologic conditions and in the crypts in case of disease (42). By immunohistochemistry analysis, we found that intra-amniotic endotoxin up-regulated MHCII expression that was mainly distributed inside the villi, which suggests CA effects on classic APCs. Our transcriptome data showed that *CD4* was also up-regulated in the LPS-exposed neonatal intestine. However, given the absence of up-regulation of co-stimulatory molecules and T-cell transcription factors in our transcriptome data, it remains unclear if CA activates CD4 T cell in the neonatal intestine. In the lung, T-cell activation could be inhibited by SP-D (43). It remains to be investigated whether this mechanism also exists in the gastrointestinal tract. Nevertheless, in both human and mice intestines, CD4^+^ T cells are generally naive in the neonatal period (30, 44), and their response to prenatal endotoxin exposure requires further investigation.

There are limitations related to our experimental conditions used to reflect human CA. Thus, our inflammatory insults were induced by a few days of intra-amniotic LPS rather than by giving one or more CA-associated pathogens at various times and doses. Hence, our experimental conditions may not accurately reflect all human CA conditions. It has been shown that the organisms commonly identified in CA include *Ureaplasma urealyticum*, group B *Streptococcus*, and *E. coli*, but it remains unclear whether these are causative agents or only bystanders to the inflammatory effects (45). Thus, in this study, we decided to use intra-amniotic LPS to induce a highly controlled, relatively short-term inflammation of the fetal membranes and evaluated its effects on the neonatal gut independent of source of pathogens. Our result showed increased intestinal MPO, *CD4*, and *TLRs* in response to such prenatal inflammation, which are similar to those that resulted from *Ureaplasma* infection in sheep model (10), suggesting common underlying mechanisms. On the other hand, such intra-amniotic LPS model limits our analysis and interpretation of gut microbiome. 

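Of the 10 Toll-like receptor genes, 9 were tested in the RNA of the LPS-D1 and CON-D1 pigs, and TLR7 fell under the minimum count. Their median difference was 0.56, and 7 of the 9 were higher in LPS-D1 (camera, adjusted p = 0.00517; fry, 0.0658). Adjusted over the list alone, 5 had a p under 0.05 in limma, and 0 over all genes tested. Besides TLR2, these were TLR9 (0.92), TLR8 (0.88), TLR1 (0.58) and TLR5, which was lower in LPS-D1 (-0.64). TLR4, the receptor of LPS, had a difference of 0.53 (SE 0.231, adjusted p = 0.34 over all genes). The reads of TLR1 and TLR6 can be shared between them.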

During healthy pregnancy, the fetal environment is sterile, and neonatal gut colonization starts in the hours postpartum, whereas for CA neonates, the gut microbial colonization may have started already before birth through ingestion of infected amniotic fluid (46). Thus, CA neonates may harbor a different initial gut microbiome than healthy infants. We studied here the responses to prenatal inflammation, independently of such pathogen exposure and hence assessed only the postnatal environmentally derived colonization. We show that this colonization is not notably affected by prenatal inflammation. It remains to be investigated how and for how long the gut microbiota may be affected in human preterm infants exposed to pathogens before birth via swallowing amniotic fluid. Another limitation is that in our control group not all the fetuses received saline injection to avoid unnecessary prolonged surgery. However, the pigs with and without saline injection were combined into a joint control group as there was no difference in any amniotic fluid or intestinal phenotypes (parameters listed in Tables S1, S2) between them. We cannot completely exclude a small effect of the intra-amniotic saline injection, although such minimal manipulation of the uterus and fetus is unlikely to affect the overall pronounced effects of LPS on gut gene expression on D1.

In summary, we characterized the intestinal gene expression and microbiome in a preterm pig model of CA. We found that intra-amniotic LPS exposure affected the expression of intestinal genes in preterm pigs at birth, especially genes related to immune cell infiltration. Following enteral feeding and bacterial colonization, intra-amniotic LPS had limited effects on intestinal structure and function. A short period of intra-amniotic inflammation prior to preterm birth is unlikely to cause longer-lasting pro-inflammatory responses in the gut of preterm infants. This does not exclude, however, that CA with a longer duration of inflammation before birth, and with more aggressive types and doses of pathogens, could have long-term detrimental effects on the developing intestine in preterm infants.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus, accession number GSE139366, and EBI Metagenomics, accession number PRJEB34982.

## Ethics Statement

The animal study was reviewed and approved by Danish National Committee of Animal Experimentation.

## Author Contributions

XP and DZ analyzed and interpreted the transcriptome and metagenome data. XP was the major contributor in writing the manuscript. WW and XY performed the transcriptome library construction. PS, FG, and DN took part in the main study design and critically reviewed the manuscript. All authors read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

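RNA from the distal small intestine of 40 preterm pigs was sequenced, 10 each in LPS-D1, CON-D1, LPS-D5 and CON-D5. Groups, litters and sexes were taken from the sample labels, and each pig gave 1 library. No library was left out, and no pair of libraries was identical. The intestinal morphology, immunohistochemistry, amniotic fluid and microbiome data of the study were not analysed here.

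The authors trimmed the reads with TrimGalore, aligned them to Sscrofa11.1 with TopHat, counted them per Ensembl gene with htseq-count and divided the counts by the size factors of DESeq2, which gave the deposited normalized counts, a signal per gene and pig. The paper's text gives no versions for these tools. In each column the values were whole multiples of a single step within 0.01, so the count of reads behind each value could be recovered. The paper's Table S3 gives for its 176 genes a mean that is the mean of the deposited values over all 40 pigs (at most 0.0004% off). Per pig, 8905297 to 25442943 reads were recovered, with a median of 17264008.5 in CON-D1, 18429753.5 in LPS-D1, 11919131.5 in CON-D5 and 14507560 in LPS-D5.

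The tests, their alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. Differences between groups were tested with limma 3.58.1 in R 4.3.3, with a trend in the variance, on log2 of the normalized count plus a pseudocount of 1. Litter was a covariate. Genes with a mean of at least 5 over the pigs compared were tested, p-values were adjusted by the Benjamini-Hochberg method, and the thresholds were an adjusted p of 0.05 and an absolute log2 difference of 1. The comparisons were LPS against CON on day 1 and on day 5, day 5 against day 1 in CON pigs, and the interaction of treatment and day over all 40 pigs, for which no limit on size was set. DESeq2 1.42.0 and the quasi-likelihood test of edgeR 4.0.16 on the recovered reads were alternatives. Other alternatives were pseudocounts of 0.5 and 4, no minimum count or a minimum of 20, no litter term, litter and sex, a robust variance, TMM factors, all 40 pigs in 1 fit, the adjusted p alone, and leaving out each litter or each pig. DESeq2 on all 40 pigs with its filtering tuned to 0.05 in place of the default 0.1 was added after the data were seen. With this setting the log2 fold changes of Table S3 were met within 0.00097.

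Principal components were computed on centred values of all genes detected, and the separation of groups was tested with permutations of labels (100000). The permutational analysis of variance permuted treatment within litter. Spearman's rho was computed over the 20 day 1 pigs for the 129 genes with symbols in Table S3, since the paper's text does not name the pigs used, and its p came from 1000000 permuted rank pairs. Betweenness was computed with networkx 3.6.1. Gene lists of at least 3 tested genes were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives. The 17 lists were complement, Toll-like receptors, chemokines, MHC class II, MHC class I and peptide loading, the T-cell genes named by the paper, the T-cell receptor complex, neutrophils, macrophages and monocytes, B cells and follicles, follicle-associated epithelium and M cells, epithelium of the distal ileum and of the proximal small intestine, erythroid cells, proliferation, interferon-stimulated genes and the NADPH oxidase. Y-linked genes were used to check the labelled sex. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 ran the remaining steps.

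The genes covered by the naming rule are those the paper names in its results on gene expression, the 10 of smallest p among those past both thresholds on day 1, the 2 of smallest p on day 5, the 5 of smallest p in the interaction, members of the lists with an adjusted p under 0.05 on day 1, and the sex-linked genes used to check the labels. Genes outside Table S3 and members named to weigh an explanation were named after their values were seen. Some members of the lists that the rule covers enter counts only. The paper's tables had been read when the rule was written. A single gene that the rule covers is not reported here.

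The tests were checked on simulated counts drawn from negative binomial distributions with the means, dispersions and depths of these pigs and with random shifts per litter, in which 200 genes with a mean of at least 20 were changed by 2 on the log2 scale. Limma recovered 97.5% of these genes on day 1 among 15184 genes, with 1 false call, 96% on day 5 among 15072 genes, with 3 false calls, 98.5% between the days among 15169 genes, with 6, and 93% in the interaction among 15191 genes, with 6. On day 5, edgeR recovered 96.5% with 2 false calls and DESeq2 97% with 18. In the interaction, edgeR recovered 92.5% with 6 false calls and DESeq2 94.5% with 20. With nothing changed, limma made 0 calls on day 1, 1 on day 5, 0 between the days and 0 in the interaction. The simulated change of 2 is larger than the median difference of the Table S3 genes, 1.31 on day 1 and 0.56 on day 5. The recovery therefore does not show how many differences of that size would be found. Each gene was drawn independently, so the false calls do not cover genes that vary together. Splits of the real day 1 pigs gave up to 357 genes.

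For each comparison, 100 splits of the pigs into groups of the same sizes were drawn within litters, the real split included. In groups of 4 to 10 pigs, a pig was set apart when its gap to the next pig, divided by the range, passed Dixon's 95% critical value. Coordinates are those of the NCBI RefSeq annotation of Sscrofa11.1.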

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

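All tests of explanations in this part were chosen only after the results were seen.

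In 9 of 166 groups tested, 1 pig lay far from the other pigs of its group. For the genes that the naming rule covers, apart from the sex-linked genes, this held in 6 of 154 groups. Chance, which sets apart about 1 in 20 groups, gives 7.7 (one-sided binomial p of as many, 0.79), so chance can account for their number. The others were in the sex-linked genes. In CON-D1, pig 509 had a normalized count of 297.2 for ADGRG2 (the others 8.31 to 39.9), pig 500 had 413.3 for C1QB (the others 637 to 1028), and pig 508 had 54.02 for ITGB7 (the others 90.4 to 134) and 39.87 for AIF1 (the others 62.1 to 99.01). In LPS-D1, pig 507 had 469.7 for CD5 (the others 26.5 to 118). That pig also had the highest mean of the B-cell, follicle-associated epithelium and T-cell receptor lists. Pig 508 had the fewest reads of its group, 11323395. No cause was tested for the single values. Without pig 509, the difference of ADGRG2 was -0.68 (adjusted p = 0.33), against -1.09 (adjusted p = 0.338) with it.

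In LPS-D5, pig 511 had a normalized count of 116.2 for ENSSSCG00000033906, where the other pigs had 1026 to 10300 and day 1 pigs a mean of 32.4 in CON-D1 and 233 in LPS-D1. A day 1 pig under a day 5 label would give this value. Against it, pig 511 was nearer to the mean of the other day 5 pigs than to that of the day 1 pigs at 78.7% of the 1749 genes that differ between days in CON pigs. The other day 5 pigs had 54.7% to 91.4% and day 1 pigs 4.6% to 44.4%. The cause of the low value stays open.

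Pig 511 is labelled male, but had a normalized count of 0.0 (0 reads) for the Y-linked gene KDM5D and 0.93 (1 read) for the Y-linked gene EIF1AY. The other 18 males had 121.7 to 319.5 and 550 to 1426. An exchange with a pig labelled female among the 40 would leave a labelled female with male values, and the highest EIF1AY count among the 21 labelled females was 3.8, far under the males. This argues against such an exchange. A wrong entry for the sex of this pig, or an exchange with an animal outside the 40, may still apply. With the labelled sex in the fit, day 5 still gave 0 genes past both thresholds in limma (913 with an unadjusted p under 0.05). EdgeR and DESeq2 were not fitted with sex. That fit takes pig 511 as male, so it cannot decide whether a wrong entry matters. Without pig 511, day 5 gave 0 in limma as well (1025 with an unadjusted p under 0.05). With all 20 day 5 pigs edgeR gave 0 (1351) and DESeq2 gave 1 (1823). Among the females of LPS-D5, pig 114 had 1.897 for EIF1AY, which is 1 read in this pig, where the others had 0. This is far under the males. No cause was tested for it.

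Of the 121 genes past both thresholds on day 1, 22 are outside the paper's Table S3. All 22 are higher in LPS-D1. Among them, named after their values were seen, are IL2RG (1.23, adjusted p = 0.00478), CCR7 (2.11, adjusted p = 0.00957), IKZF1 (1.25, adjusted p = 0.0103), PARVG (1.11, adjusted p = 0.00758), CD5 (1.42, adjusted p = 0.0362) and CXCL9 (1.74, adjusted p = 0.0399). In DESeq2 fitted to all 40 pigs the log2 fold changes of these 22 genes were over 1 too, from 1.00 in DOK2 to 2.54 in CCR7, with adjusted p between 0.0538 and 0.24 (0.0515 and 0.234 with the filtering added after the data were seen). A candidate explanation is the spread, taken from the 20 day 1 pigs alone in limma and from all 40 pigs in the paper's table. In the limma fit to all 40 pigs, 0 of the 22 were past both thresholds. That fit put 1754 genes under an unadjusted p of 0.05 and 45 past both thresholds. It called 45 genes of Table S3, against 99 in the fit to the day 1 pigs. The 22 are by definition absent from a table fitted to all 40 pigs, and the limma fit to 40 pigs called fewer genes in general. The 0 therefore cannot decide for the spread. The spread and an effect of LPS on these genes stay open.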

How the results depend on the processing

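One setting, DESeq2 on all 40 pigs with its filtering tuned to 0.05, was chosen only after the results were seen. All others were set earlier.

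On day 1, 120 genes were higher and 1 lower in LPS pigs. The count of genes higher stayed between 100 and 172 with other pseudocounts, minimum counts, litter and sex terms, a robust variance, TMM factors, edgeR and DESeq2 on all 40 pigs (156, and 166 with the added filtering). It was 44 in limma fitted to all 40 pigs, 238 in DESeq2 fitted to the 20 day 1 pigs and 186 with the adjusted p alone, which drops the limit on size. The cause of the first 2 was not tested. Without litter 1, 2 or 3 it was 26, 29 or 22, in fits with fewer pigs. Without 1 pig it lay between 74 (without pig 105) and 183 (without pig 103), and the cause was not tested. In limma 2019 genes had an unadjusted p under 0.05 in either direction (1257 without pig 105 to 2930 without pig 103) and 194 an adjusted p under 0.05 (116 to 309, without the same pigs), in edgeR 2075 an unadjusted p under 0.05, in DESeq2, without the minimum count, 2281 on 40 pigs and 2474 on 20. The count of genes lower was 0 with a pseudocount of 4, 0 with litter and sex, 5 without a minimum count, 2 in edgeR, 12 in DESeq2 fitted to the 20 day 1 pigs, 7 in DESeq2 fitted to all 40 pigs, 10 with the added filtering, 8 with the adjusted p alone, and 0 without litter 1, 0 without litter 2 and 0 without litter 3. Without 1 pig it lay between 0 (without pig 508, 509, 526, 100, 506, 507 or 520) and 6 (without pig 103), with 2 without pig 500 or 102. The cause was not tested, apart from the genes that no minimum and no limit on size add.

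On day 5, 0 genes were past both thresholds in limma under every alternative run with it, all pigs left out in turn included, and in edgeR and DESeq2 fitted to all 40 pigs. DESeq2 fitted to the 20 day 5 pigs gave 1, ENSSSCG00000040032, and the cause was not tested. At an unadjusted p under 0.05, 1251 genes were counted in limma, 1351 in edgeR, 2004 in DESeq2 on 40 pigs and 1823 in DESeq2 on 20 pigs. These rest on 15072 genes in limma and edgeR, while DESeq2, run without the minimum count, gave an adjusted p to 20835 and 19910. Without 1 pig the count in limma lay between 614 (without pig 111) and 2723 (without pig 107), and the cause was not tested. Between the days in CON pigs, 1749 genes were past both thresholds, 1336 to 2022 under the alternatives that keep the limit on size, and 6113 with the adjusted p alone, which drops it. For the interaction, limma and edgeR gave 0 under every alternative run (368 and 437 with an unadjusted p under 0.05), and DESeq2 gave 3 (593), for which the cause was not tested.

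The days differed on the first principal component in every setting (largest p = 0.0005). The separation of LPS and CON pigs on day 1 stayed past 0.05 with a pseudocount of 4 (9.6%, p = 0.0377) and with the 500 most variable genes (10.9%, p = 0.0045). It lost significance with unit variance (7.9%, p = 0.0788). The cause was not tested. On day 5 it was not past 0.05 in any setting.

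The 4206 pairs were 4034 over all 40 pigs and lay between 3678 (without pig 105) and 4567 (without pig 509) with 1 pig left out. They were 194 in the 10 LPS-D1 pigs and 0 in the 10 CON-D1 pigs, with fewer pigs, 544 with the group means removed, 7363 with all 176 genes, which make more pairs, and 2514 with rho over 0.7, a stricter limit. DMBT1 ranked 1 by betweenness, but 56 over all 40 pigs, 47 in the LPS-D1 pigs, 22 with the group means removed, 2 with all 176 genes and 13 with rho over 0.7. Without 1 pig its rank lay between 1 (without pig 523, 506 or 521) and 34 (without pig 524 or 106), with 2 without pig 102, 104 or 525, 3 without 509, 5 without 508 or 507, 7 without 105, 9 without 505, 10 without 100, 12 without 500, 13 without 101, 15 without 520, 22 without 103, 24 without 522 and 28 without 526. The cause was not tested. The network of the 10 CON-D1 pigs has no pairs and so gives no rank.

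The list of day 1 genes was higher on day 5 in 91.8% of its genes, not past 0.05 by fry (p = 0.0819). With camera the share is the same, 91.8%, and the test is past 0.05 (p = 1.68e-15). Camera takes a correlation of 0.01 between genes as given, far under that of these genes, so its p is too small and is no support. Without litter 2 the share was 88.2% (fry, p = 0.0315), and the cause was not tested. The other alternatives gave p between 0.077 and 0.379. Of 17 gene lists, 15 were past 0.05 in camera, and 10 to 15 under the alternatives.

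Of 67 genes that the naming rule covers on day 1, 52 had an adjusted p under 0.05. None of the 67 changed sign. Of the 52, 35 kept their call with any 1 pig left out, and 17 lost it at least once, most often without pig 105 (15 genes) or 101 (13 genes). All 52 kept it with a pseudocount of 0.5, a robust variance, TMM factors and DESeq2 fitted to the day 1 pigs, 51 in edgeR, 50 with a pseudocount of 4, 44 in DESeq2 on all 40 pigs (46 with the added filtering), 43 without the litter term, 42 with litter and sex, 42 without a minimum count and 22 in limma fitted to all 40 pigs. With a minimum of 20, 49 were tested and all 49 kept it. Of the 156 calls in fits without a litter, 43 stayed. Of the 15 genes not called, 8 were past 0.05 in DESeq2 on all 40 pigs, with either filtering, and 6 in DESeq2 on the day 1 pigs.

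No paired analysis was possible because each pig has its own number and gave 1 library. Reads per pig (8905297 to 25442943) limit what is seen of genes with a mean under 5 on day 1, among them CCL17, FOXP3, TLR7, MPO and ssc-mir-421, which limma tested in the 20 day 1 pigs only without the minimum count.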

Differences from the paper's values

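One setting, DESeq2 on all 40 pigs with its filtering tuned to 0.05, was chosen only after the values were seen.

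The paper reports 10 genes lower in LPS pigs on day 1, and limma found 1. Of the alternatives set before the data were examined, DESeq2 fitted to all 40 pigs (7), DESeq2 fitted to the 20 day 1 pigs (12) and the adjusted p alone (8) came within 1.5 times the paper's count. The other pseudocounts, minimum counts, litter and sex terms, robust variance, TMM factors, limma on all 40 pigs, edgeR, and the fits without a litter or a pig did not (0 to 6). DESeq2 on all 40 pigs with its filtering tuned to 0.05, chosen after seeing the values, gave 10 and drops 0 of the paper's 176 genes.

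The paper gives 48 M reads sequenced per pig, and the recovered reads have a median of 14.7 M per pig. These are different quantities, since the latter were counted on genes, and no alternative bears on them.

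For DMBT1, the paper's log2 fold change in Table S3 is 3.902 (the paper's standard error, 0.502), and limma gave 2.99. Alternatives set before the data were examined that fall within the paper's error are DESeq2 on all 40 pigs (3.901) and limma without litter 2 (3.86). The others, with 3.36 in edgeR, 3.34 in DESeq2 on the 20 day 1 pigs and 2.61 to 3.16 with a pig left out, do not. For LBP the paper's value is 2.83 (standard error 0.469), and limma gave 2.27. DESeq2 on all 40 pigs (2.83), edgeR (2.71), DESeq2 on the 20 day 1 pigs (2.68), limma without the litter term (2.14, with a wider error of its own) and limma without litter 2 (2.88) or without pig 523 (2.42), 524 (2.37), 505 (2.49), 522 (2.50) or 103 (2.39) differ from it by less than the larger error, and the others do not. For ADGRG2 the paper's value is -1.74 (standard error 0.474), and limma gave -1.09. DESeq2 on all 40 pigs (-1.74), edgeR (-1.53), DESeq2 on the 20 day 1 pigs (-1.45), and limma without litter 2 (-1.14, with a wider error of its own), litter 3 (-1.51) or pig 500 (-1.33) differ from it by less than the larger error, and the others do not. The added filtering, chosen after seeing the values, leaves the log2 fold changes of DESeq2 as they are and drops 0 of the paper's genes. Of 33 genes of Table S3 that the paper's text or Fig. 1D names and limma tested, 30 lay within the larger error of the paper's value. In size, 28 were smaller. Other genes of Table S3 that the naming rule covers were not in this count. Among them are FCER2 (2.27, against 3.80 in the paper), FCRL3 (2.49 against 3.36) and CD72 (2.29 against 2.46).

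The paper lists as differentially expressed on day 1 some genes that were not past both thresholds in limma. Of the 176 genes of Table S3, 99 were, and of the others, those that the paper's text or Fig. 1D names are TLR2 (1.31, adjusted p = 0.0612), CD14 (1.56, adjusted p = 0.0676), LYZ (2.10, adjusted p = 0.0505), SLPI (1.12, adjusted p = 0.154), NEK5 (-1.22, adjusted p = 0.0888), ADGRG2 (-1.09, adjusted p = 0.338), C3 (0.98, adjusted p = 0.0212) and C1QB (0.95, adjusted p = 0.0125), and CCL17 and ssc-mir-421, which fell under the minimum count. All were higher or lower as the paper states. DESeq2 on all 40 pigs, set before the data were examined, calls all 10 with an adjusted p under 0.05, and with the added filtering, chosen after seeing the values, as well. Other genes of Table S3 named here that were not past both thresholds either are CFB, SPIB, MUC6, FABP6, ITIH4, CEBPD, CCL20, FAM111A, ENSSSCG00000036379 and ENSSSCG00000040032. Of all 176 genes, DESeq2 calls 163 on all 40 pigs (176 with the added filtering) and 159 on the 20 day 1 pigs, edgeR 127, and limma at its other settings with all pigs 45 to 101. C3 and C1QB, whose size in limma was under 1, were past both thresholds with litter and sex (1.14 and 1.08), in edgeR (1.05 and 1.02) and in DESeq2 on the day 1 pigs (1.05 and 1.02), and without 1 pig C3 (without pig 509, 524, 505, 507, 521 or 103) and C1QB (without pig 103). TLR2 passed without pig 526, 106, 521 or 103, CD14 without pig 509, 505 or 103, and LYZ without pig 522, 525 or 103. CCL17 also passed without a minimum count (1.92, adjusted p = 0.04). LYZ and CD14 passed in edgeR (LYZ 0.0166, CD14 0.0293). LYZ also passed with a robust variance (0.0485) and TMM factors (0.0492). Over the alternatives, the one added later included, the adjusted p ranged from 0.0149 to 0.339 for TLR2, 0.000882 to 0.404 for CD14, 0.000271 to 0.214 for LYZ, 0.0213 to 0.576 for SLPI, 0.0278 to 0.584 for NEK5, 0.0253 to 0.911 for ADGRG2, 8.83e-05 to 0.223 for C3, 6.32e-05 to 0.173 for C1QB, 0.000875 to 0.155 for CCL17 and 0.033 to 0.127 for ssc-mir-421. DESeq2 on the day 1 pigs put TLR2 (0.0149), CD14 (0.000882), LYZ (0.000271), SLPI (0.0236), NEK5 (0.0459) and CCL17 (0.000875) past 0.05.

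The paper's Fig. 1D shows LYZ, MS4A12 and SPAI-2 among the genes with symbols of highest expression on day 1. Over the 20 day 1 pigs MS4A12 ranked 11, SPAI-2 21 and LYZ 30 among the genes with symbols in Table S3, while DMBT1, C3, OLFM4 and SMPDL3B were within the first 10, as the paper states. Over all 40 pigs, where SPAI-2 ranks 6, LYZ 9 and MS4A12 10, the difference is gone.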

Other observations

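The tests on the splits between the days, for the interaction, for the gene lists and for the day 1 genes on day 5, on the macrophage list, on the choice of genes by low CON-D1 values, and on the slopes on read depth and HBB among the pigs of a group were chosen only after the results were seen.

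Of 100 splits of the day 1 pigs within litters, 3 gave as many genes past both thresholds as the real split (121), itself included, so chance is excluded at 0.05. The other splits among these gave more, 210 and 357 genes. The day 5 comparison and the interaction had 0 genes, so that all 100 splits of each give at least as many whatever the data, and the splits decide nothing there. Between the days in CON pigs 1 of 100 did, and 2 of 100 gave as many gene lists higher on day 1, so chance is excluded for both. For the share of day 1 genes higher in LPS pigs on day 5, 8 of 100 splits were as far from 50 percent, so chance is not excluded. On day 5, the median difference of the 120 genes called on day 1 was 0.84 in litter 1 (109 higher), -0.03 in litter 2 (56 higher) and 1.18 in litter 3 (110 higher).

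The genes higher in LPS-D1 were weighed against technical explanations. LPS-D1 held 6 males and CON-D1 3. With sex in the fit, the median difference of the 120 genes was 1.335, against 1.337 without it, and 90 stayed past both thresholds, which argues against the sex ratio. Log2 of the recovered reads in the fit had 0 genes of its own past an adjusted p of 0.05, so that the median with it (1.286) decides little. Among pigs of the same group and litter, the mean of the 120 genes rose by 0.42 (SE 0.22) per doubling of the recovered reads, which were higher in LPS-D1 by 0.08 (SE 0.18) on the log2 scale. With the slope and the difference each 2 SE higher, depth would shift the mean by 0.37, against a rise of 1.56 (SE 0.17), which argues against sequencing depth as the whole cause. The erythroid list was higher in LPS-D1 in all 5 genes tested (median 0.47; camera, adjusted p = 0.0394; fry, adjusted p = 0.165), with 0.396 (SE 0.437; mean 5031 in CON-D1 and 4514 in LPS-D1) for the haemoglobin gene HBB. More blood in LPS-D1 and an equal amount cannot be told apart for these genes, since the spread of HBB is wide, so blood as a part of the rise stays open. Among pigs of the same group and litter, the mean of the 120 genes rose by 0.04 (SE 0.09) per doubling of HBB, and the same bound on the shift was 0.30, which argues against blood as the whole cause. Blood with more leukocytes in LPS pigs, which HBB would not follow, stays open, as do the piece of intestine taken and an effect of LPS.

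The B-cell and follicle list was higher in some LPS-D1 pigs more than others, up to 7.34 in pig 507 against at most 3.70 in CON-D1. A candidate explanation is Peyer's patch tissue in some of the pieces, since its follicle-associated epithelium should then rise in the same pigs. Over the 10 LPS-D1 pigs, Pearson's r between both lists was 0.85 (permutation p = 0.0031, adjusted over 8 relations 0.014) and Spearman's rho 0.68 (p = 0.035, adjusted 0.096), and r was 0.70 without the 2 farthest pigs. Over the 10 CON-D1 pigs r was 0.75 (adjusted 0.014). Of the first list's 17 genes, 14 were expressed enough to be tested in this tissue, 5 are in Table S3 and 2 (CR2 and CXCL13) are in other lists. Of the second list's 10 genes, 8 were tested, 3 are in Table S3 and 1 (CCL20) is in another list. Of the first list, CD22 had a mean of 39.9 in CON-D1 and 121 in LPS-D1, and of the second, SPIB had a mean of 400.5 in CON-D1 and 804.1 in LPS-D1. The rise of the second list rests on the 3 genes in Table S3, GP2 (2.78), CCL20 (2.32) and SPIB (0.92). Its other tested genes differed by 0.008 (TNFRSF11A) to 0.244 (PGLYRP1). Whether LPS enlarges the patches or more of them were sampled was not tested. The macrophage and monocyte list was above every CON-D1 pig in all 10 LPS-D1 pigs, those with low B-cell values included, and its r with the B-cell list was 0.21 (rho 0.48, adjusted 0.65 and 0.27), which argues against Peyer's patch tissue as the whole cause of the macrophage genes.

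FABP6, a bile acid binding protein of the distal ileum, had a mean of 7.92 in CON-D1 and 422 in LPS-D1 (difference 1.85, SE 0.949, adjusted p = 0.4). Pieces taken further down the ileum in LPS pigs would also raise SLC10A2, which was -0.505 (SE 0.601). Its spread is too wide for either direction, so a different place of sampling and no difference cannot be told apart for FABP6.

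The day 1 co-expression pairs may rest on the shared difference between LPS and CON pigs. With each group's mean taken away, 12.4% of the pairs stayed, 544 pairs were called in all, and 369 of 1000 random lists had as many, as this explanation needs. The genes had been chosen for that difference, so some fall in the pairs was set in advance. The median rho was 0.382 within the 10 LPS-D1 pigs and 0.079 within the 10 CON-D1 pigs. Co-variation among LPS pigs as a part of the pairs therefore stays open.

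The genes higher in LPS-D1 also rose with age. Of 160 tested in CON pigs, 155 (96.9%) were higher on day 5 than on day 1, with a median of 1.25, against -0.11 in 10000 random lists matched on expression, none of which (0) reached it (largest 0.19). A choice of genes that happened to be low in CON-D1 would raise this value in CON pigs and lower it in LPS pigs. In LPS pigs the median was 0.52 (140 genes higher, random lists -0.07, 0 as large), which argues against that choice as the whole cause. Across genes, which are not independent replicates, Spearman's rho between the LPS effect on day 1 and the rise in CON pigs was 0.47 with shared CON-D1 pigs and had a median of 0.32 (0.13 to 0.45) when each used other CON-D1 pigs. DMBT1 rose by 6.51 in CON pigs and had a mean of 18720 in CON-D5 and 21750 in LPS-D5 (difference 0.33, adjusted p = 0.606). A hypothesis is that LPS brings forward part of the change that follows birth. Feeding and colonization after birth, which come with age here, stay open and were not tested.

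The mRNA of MPO had a mean of 1.37 in CON-D1 and 2.65 in LPS-D1, under the minimum count, so it was left out of the limma fit with that minimum.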
